A study of Drosophila melanogaster with 6 samples.

How the data were processed

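Brains of Drosophila melanogaster pupae were profiled by poly(A)-selected, strand-specific RNA sequencing in 2 genotypes, with 3 libraries each. The genotypes were wild type (WT) and TetAXXC, a stock in which the CXXC zinc-finger domain of the Tet gene was mutated by CRISPR/Cas9 and homology-directed repair. Per the labels, brains were dissected 24 h after puparium formation, 30 brains were taken per genotype, and second strands were marked with dUTP. It was not clear whether the 30 brains were for each library or for the 3 libraries of a genotype together. Each library was assigned to its genotype and replicate number from its title.

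The deposited values were whole-number read counts per gene, 1 column per library, with the gene's exon coordinates and merged exon length. Per the file headers, the columns followed the layout of a featureCounts table. The labels did not state the aligner, the counting tool, their versions or the strand setting. The deposited table listed 17807 FlyBase genes, and every column of counts was matched to a library by name. Of these gene IDs, 17710 were found in the Release 6 reference annotation and 17636 had the same chromosome, start and end there, so coordinates are given in Release 6 as the deposited table gives them. In 12 genes the deposited chromosome name read as a rounded number and was not used. Strand use was checked from the counts. Of 138 genes lying fully inside exons of genes on the other strand, 103 had at least 10 counts over the libraries, whereas 0 of the 496 genes lying fully inside exons of genes on the same strand did. These counts are what a strand-aware counter gives when it drops reads shared by genes on the same strand.

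Library totals ranged from 17861742 to 19521285 counts, and 2131 genes had no counts in any library. The numbers of reads before counting were not used here. Replicates were compared with each other to find any library present more than once. The chi-square statistic per degree of freedom between replicates of a group lay between 6.94 and 17.8. No pair therefore agreed within sampling noise, and all 6 libraries were kept as replicates. This check does not show whether the libraries of a group came from separate pools of brains. If they shared a pool, the SDs and p-values would not measure the spread between pools.

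Differential expression was tested on the deposited counts with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), which left 11198. Libraries were scaled by TMM, dispersions were estimated with estimateDisp, and genotype was tested with glmQLFit (not robust, legacy dispersion) and glmQLFTest. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Expression is given as normalised read counts (CPM), scaled to the TMM-adjusted library size. The standard error of a log2 fold change was derived from the fitted coefficient and its F statistic. The common dispersion gave a biological coefficient of variation of 0.189. A gene with at most 3 counts in every library of a group was taken as being at the floor, and its fold change was then computed against that floor as a bound.

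Gene lists were tested as sets with limma 3.58.1 (camera, preset correlation 0.01, two-sided), adjusted over 2 lists. The glutamate list held 36 matched genes, of which 35 were tested, and the axon guidance list held 102, all tested. The rotation test fry and camera with an estimated correlation were run beside it. Further lists marked insulin genes, ecdysone response and staging, Y-linked and dosage genes, fat body, muscle, hemocyte, cuticle and epidermis, eye and retina, ring gland, glia, neuron and neuroblast. These lists, the test, the 2 set tests, the rule for named genes and the alternatives, apart from those named below, were fixed before the data were examined. Lists of testis genes (with late spermatid products and spermatocyte genes as parts of it), early germ cell genes and accessory gland genes were written after the fold changes had been seen. So were those of astrocyte-like glia and other glia.

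The genes named were Tet, the edited gene, and Gs1, Gs2, VGlut, mGluR, Fmr1, Ilp2, Ilp3 and Ilp5, whatever their values. To these were added the 5 largest increases and the 5 largest decreases among genes with an adjusted p under 0.05, a mean of at least 2 log2 CPM and no overlap between the groups. The members of the glutamate list past the threshold, the 5 members of the axon guidance list with the smallest adjusted p, and changed genes within 100 kb of Tet completed the rule. Other genes in the closing section were chosen after their values were seen.

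Both groups carried replicate numbers 1 to 3, so it was checked whether the numbers paired the libraries. The deviations of each library from its group mean, over all genes tested, correlated across genes between libraries with the same number at 0.652 for number 1, 0.419 for number 2 and 0.343 for number 3. Between libraries with different numbers the correlation ran from -0.510 to 0.230. The highest of these, WT replicate 3 with TetAXXC replicate 2, also exceeded 0.1. Every pair with the same number exceeded 0.1, and the numbers were therefore treated as pairing the libraries. The pairing came from this check, since the labels did not say what a number stood for. With 3 libraries in each group few matchings are possible, so the numbered one can come out best by chance. The model without a block remained the main one, and a model with the replicate number as a block was fitted as an alternative.

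The alternatives were DESeq2 1.42.0 size factors, upper-quartile factors and library totals in place of TMM, 2 other low-count filters, the DESeq2 Wald test, limma-voom, the robust edgeR fit, the replicate block, removal of each library's trend with gene length, protein-coding genes alone, and each library left out in turn. A testis score as a covariate, a restriction to genes with a mean of at least 4 log2 CPM, camera on ranks, and the length correction inside the blocked model were chosen after seeing the data. Corrections for GC content were not run, since no genome sequence was used here.

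The tests were run first on simulated data. Counts for the filtered genes were drawn from the observed means, dispersions and library sizes, with 200 genes changed by 1 on the log2 scale in either direction. Of 11057 simulated genes tested, edgeR recovered 70.0% of the changed genes with 6 false calls, DESeq2 82.5% with 42 and limma-voom 67.5% with 2. With no gene changed, edgeR made 0 calls. Of 200 random lists of 35 genes on these unchanged data, 6 had a camera p under 0.05. The simulated genes were drawn independently, so these lists do not test camera on genes that vary together. Tables and figures were made with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9.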

Results

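Gene expression was measured in pupal brains of Drosophila melanogaster 24 h after puparium formation, in 3 WT and 3 TetAXXC libraries. TetAXXC carries a mutated CXXC zinc-finger domain, the DNA-binding domain of the Tet protein. The WT libraries held 18999539, 18219430 and 17861742 gene counts in replicates 1, 2 and 3, and the TetAXXC libraries held 19157933, 19521285 and 18414259. At least 1 count was found for 13307 to 13780 genes in the WT libraries and for 14050 to 14378 genes in the TetAXXC libraries. The 10 most counted genes took between 6.95% and 7.75% of the counts of a library. The first principal component of log2 CPM held 86.3% of the variance and set all WT libraries on 1 side and all TetAXXC libraries on the other. Along this component WT replicate 1 lay nearest to the TetAXXC libraries.

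The edited gene was examined first. Tet (FBgn0263392, chromosome 3L, 2786207 to 2879158, minus strand) was counted at 790 ± 95.7 CPM in WT and 865 ± 72.1 CPM in TetAXXC (SD, n = 3 each). The difference of 0.13 on the log2 scale (standard error 0.10) was within the spread between replicates, with an edgeR adjusted p of 0.499. Counts were deposited per gene and do not resolve the edited domain. With the trend of each library with gene length removed, the difference was 0.16 and the adjusted p 0.0417. The range over all alternatives ran from 0.0159 to 0.995.

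The comparison of genotypes asked which transcripts differ between TetAXXC and WT. Of 11198 genes tested, 1707 had an edgeR adjusted p under 0.05, of which 1352 were higher and 355 lower in TetAXXC. At an unadjusted p under 0.05 there were 2958 genes, and 48 genes had an adjusted p under 0.01. A change of at least 2-fold was estimated for 1243 of the changed genes, 1195 higher and 48 lower. The groups did not overlap in 3666 of the genes tested (32.7%), where chance gives 10%. The higher genes were of low abundance, with a median of 1.74 log2 CPM and a median log2 fold change of 3.61. For 108 of them every WT library was at or under the floor of 3 counts, and with these at their bound the median was 3.52. Genes known from testis were among the higher genes. An effect of the genotype and a carry-over of testis RNA could not be told apart for them, as set out in the closing section. The lower genes were more abundant, with a median of 6.09 log2 CPM, and their median log2 fold change was -0.31.

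**Figure D1:**
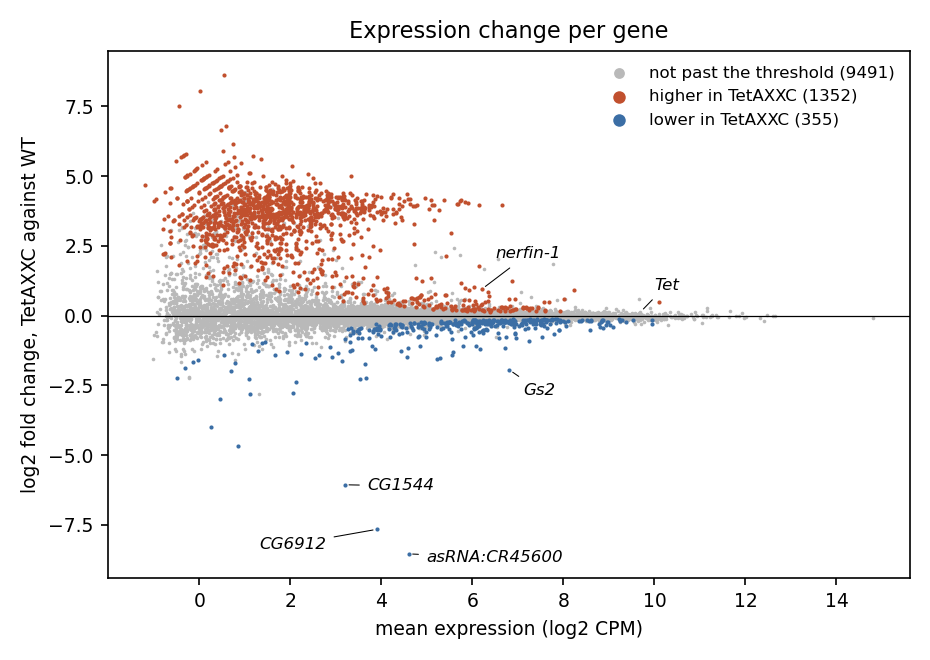
Each point is a gene, with its mean expression in log2 CPM on the horizontal axis and its log2 fold change in TetAXXC against WT on the vertical axis. The 1352 higher genes lie mostly at low expression with a median log2 fold change of 3.61, and the 355 lower genes mostly close to 0 with a median of -0.31.

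The number of changed genes moved with the test and with the libraries used. With all 6 libraries and the alternatives fixed beforehand, limma-voom moved it most, to 130 genes (56 higher and 74 lower). With a library left out, the count was 54 without WT replicate 2 (18 higher and 36 lower) and 104 without WT replicate 3 (43 higher and 61 lower). It was 1287 without WT replicate 1, 1089 without TetAXXC replicate 1, 2095 without TetAXXC replicate 2 and 905 without TetAXXC replicate 3. With the replicate number as a block, 2362 genes passed the threshold, of which 595 were lower. Among the 6320 genes with a mean of at least 4 log2 CPM, refitted alone, 268 passed it, 146 higher and 122 lower.

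**Figure D2:**
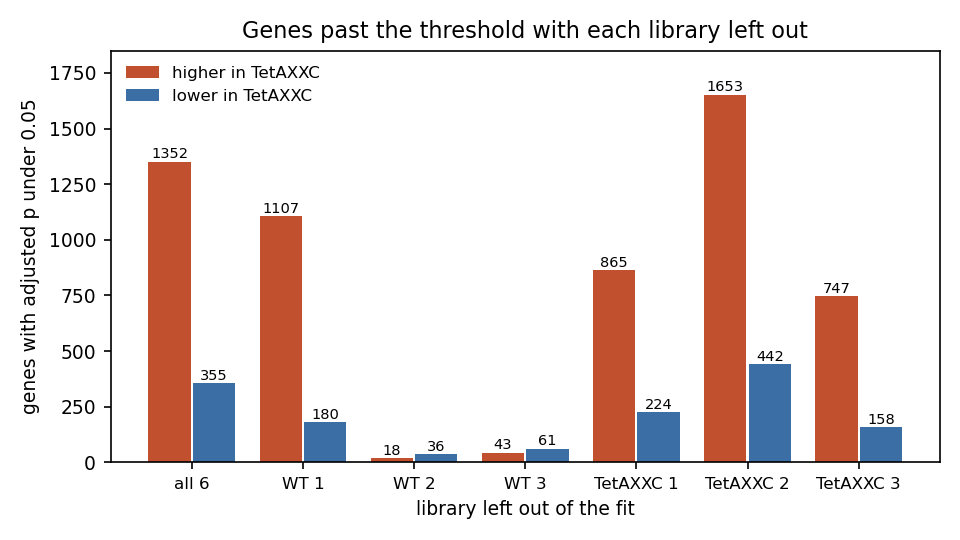
Bars give the number of genes with an edgeR adjusted p under 0.05, higher or lower in TetAXXC, for all 6 libraries and with the library named on the horizontal axis left out. The number of higher genes was 1352 with all 6 libraries, 18 without WT replicate 2 and 43 without WT replicate 3.

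The 5 largest increases were in CG31624, CG31204, lncRNA:CR32690, CG31802 and CG15572. Their log2 fold changes lay between 4.82 and 5.36, with standard errors from 0.67 to 0.98 and edgeR adjusted p from 0.0167 to 0.0196. CG31624 (FBgn0051624, chromosome 2L, 21199045 to 21200375) had 8, 2 and 0 counts in WT replicates 1 to 3 and 274, 87 and 80 counts in TetAXXC replicates 1 to 3. CG31204 (FBgn0051204, chromosome 3R, 31391894 to 31393527) had 14, 2 and 0 counts in WT and 325, 94 and 143 in TetAXXC. The non-coding lncRNA:CR32690 (FBgn0052690, chromosome X, 10204400 to 10205289) had 20, 5 and 8 counts in WT and 652, 178 and 277 in TetAXXC. In all 5 genes WT replicate 1 had the highest count of its group and TetAXXC replicate 1 the highest of its group. The summed counts of the testis list were highest in the same libraries of each group. None of the 5 passed the threshold without WT replicate 2, with adjusted p from 0.0816 to 0.0906, or without WT replicate 3, with adjusted p from 0.0683 to 0.0702. In each of the other 4 fits that left out a library all 5 passed. The size of the increases moved as well. Their log2 fold changes lay between 5.71 and 7.30 without WT replicate 1 and between 3.99 and 4.55 without TetAXXC replicate 1. With any other library left out they lay between 4.44 and 5.64.

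The 5 largest decreases were in asRNA:CR45600, CG6912, CG1544, CG43402 and ms(3)76Ba. The first 2 are neighbours on chromosome 3R (FBgn0267160, 15136985 to 15140121, and FBgn0038290, 15135138 to 15137004) that share 20 bp of exon on the same strand. In asRNA:CR45600, 63% of the exonic sequence lies opposite exons of CG3984 and CG3987, so its counts depend on how strand was used. It fell from 48.1 ± 17.7 to 0.12 ± 0.14 CPM, and CG6912 fell from 29.7 ± 14.8 to 0.14 ± 0.21 CPM (SD, n = 3 each). The log2 fold changes were -8.54 and -7.66, with edgeR adjusted p of 0.00153 and 0.00495. CG1544 (FBgn0039827, chromosome 3R, 31196916 to 31203722) fell from 17.9 ± 1.12 to 0.26 ± 0.23 CPM, with a log2 fold change of -6.06 (standard error 0.46) and an adjusted p of 0.00281. These 3 genes passed the threshold in all 6 fits that left out a library. Sequence variants were not used here, so a difference between the stocks at these genes, apart from the Tet edit, was not tested. Under limma-voom CG1544 passed it, with an adjusted p of 0.0109, but asRNA:CR45600 and CG6912 did not, with 0.120 and 0.138. CG43402 and ms(3)76Ba had log2 fold changes of -2.78 and -2.39, with adjusted p of 0.0168 and 0.0367. CG43402 had an adjusted p of 0.0816 without WT replicate 2. For ms(3)76Ba it was 0.0619 without WT replicate 1, 0.130 without WT replicate 2, 0.0757 without WT replicate 3 and 0.101 without TetAXXC replicate 3.

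The second question was whether glutamatergic signalling genes differ, as named in the title of the study. Gs2, which encodes glutamine synthetase 2 (FBgn0001145, chromosome X, 11422832 to 11430197, plus strand), was counted at 178 ± 7.53 CPM in WT and 46.2 ± 5.44 CPM in TetAXXC (SD, n = 3 each). Its level in TetAXXC was 26% of that in WT. The log2 fold change was -1.94 (standard error 0.08), with an edgeR adjusted p of 3.87e-04. It passed the threshold in every fit that left out a library, with adjusted p from 5.89e-04 to 0.00737. The only alternative in which it did not pass was the testis score as a covariate, chosen after seeing the data, where the log2 fold change was -2.08 and the adjusted p 0.0713. Over all its alternatives the adjusted p ran from 3.49e-132 to 0.0713.

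Gs1, the other glutamine synthetase gene, was at 140 ± 13.2 CPM in WT and 139 ± 4.01 CPM in TetAXXC (SD, n = 3 each). VGlut, the vesicular glutamate transporter gene, was at 441 ± 15.8 and 428 ± 21.4 CPM. Fmr1 was at 394 ± 9.86 and 401 ± 14.8 CPM. The differences were -0.02, -0.04 and 0.03 on the log2 scale, all within the spread between replicates, with edgeR adjusted p of 0.921, 0.692 and 0.779. The metabotropic glutamate receptor gene mGluR was at 181 ± 6.57 CPM in WT and 163 ± 8.79 CPM in TetAXXC, a log2 fold change of -0.15 with an adjusted p of 0.104. With the replicate block the same size of change in mGluR had an adjusted p of 0.0471, and over all alternatives it ran from 0.0230 to 0.943. Of the genes of the insulin-producing cells, Ilp2 changed by -0.88, Ilp3 by 0.21 and Ilp5 by -0.13 on the log2 scale, with edgeR adjusted p of 0.163, 0.473 and 0.901. With the replicate block Ilp2 passed the threshold, with an adjusted p of 0.0144, at 47 to 141 counts per library, and its range over all alternatives was 0.0144 to 0.984. Ilp5 had between 16 and 37 counts per library, and a change of its size was not detectable at this depth.

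**Figure D3:**
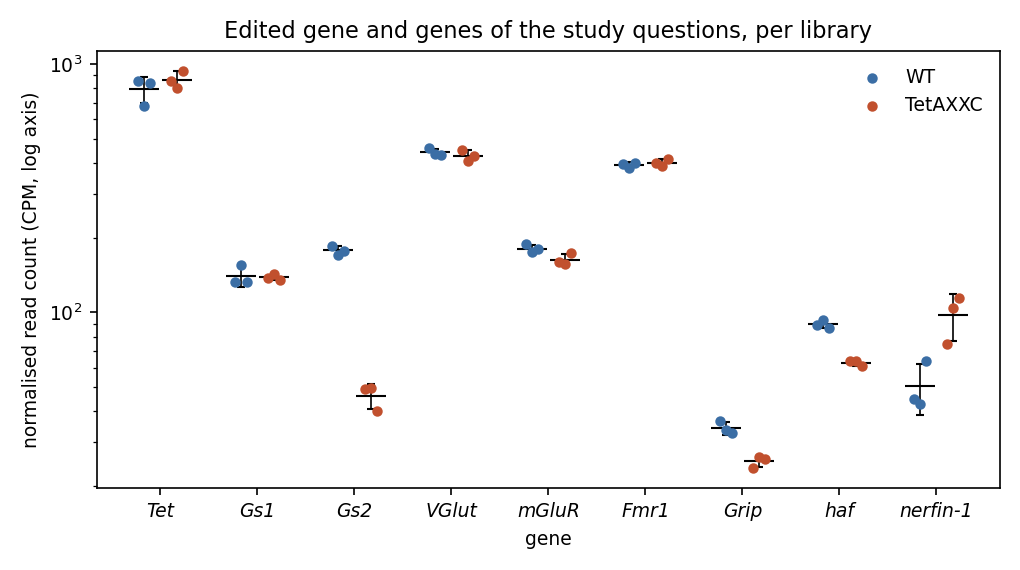
Points are the normalised read counts of single libraries in CPM on a log axis, with WT in blue and TetAXXC in red, and black bars give the group mean and SD (n = 3). Gs2 fell from a mean of 178 to 46.2 CPM, while Gs1 stayed at 140 and 139 CPM.

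Of the 35 tested members of the glutamate list, 22 had a negative log2 fold change and the median was -0.06. Over all genes tested, 2 members passed the threshold, Gs2 and Grip, and the same number passed when adjusted over the list alone. Grip (FBgn0029830, chromosome X, 5966279 to 5986699) fell from 34.3 ± 2.10 to 25.2 ± 1.34 CPM (SD, n = 3 each), a log2 fold change of -0.44 with an edgeR adjusted p of 0.0170. Without WT replicate 2 the adjusted p of Grip was 0.0816, and without WT replicate 3 it was 0.0647. As a set, the list was shifted down, with a camera p of 1.40e-04 adjusted over the 2 lists. The call held under fry, with an adjusted p of 0.00136, and with an estimated correlation, with an adjusted p of 0.0280. Without Gs2 the camera p was 0.0116, and without Gs2 against genes with a mean of at least 4 log2 CPM it was 0.181.

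The third question concerned genes of axon guidance. Of 102 tested members, 72 had a negative log2 fold change and the median was -0.04. Over all genes tested 6 passed the threshold, 5 lower and 1 higher, and adjusted over the list alone 1 passed, haf. The gene haf (FBgn0261509, chromosome 2L, 1555129 to 1609389) fell from 89.7 ± 3.17 to 62.7 ± 1.77 CPM (SD, n = 3 each). Its log2 fold change was -0.52 (standard error 0.04) with an edgeR adjusted p of 0.00358, and it passed the threshold in each fit that left out a library. The gene nerfin-1 (FBgn0028999, chromosome 3L, 909112 to 912319) rose from 50.4 ± 11.7 to 97.6 ± 20.7 CPM, a log2 fold change of 0.95 with an adjusted p of 0.0244. The adjusted p of nerfin-1 was 0.0715, 0.101 and 0.0683 without WT replicate 1, 2 and 3 and 0.0705 without TetAXXC replicate 3. Lac, ena and side fell by 0.18, 0.20 and 0.12 on the log2 scale, with adjusted p of 0.0280, 0.0296 and 0.0418. Of the 6 fits that left out a library, these 3 genes passed the threshold only in that without TetAXXC replicate 2, and their adjusted p in the other fits reached 0.101, 0.111 and 0.159.

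As a set, the axon guidance list had a camera p of 0.00159 adjusted over the 2 lists, in the downward direction. This call did not hold under fry, with an adjusted p of 0.294, or with an estimated correlation, with an adjusted p of 0.420. Against genes with a mean of at least 4 log2 CPM, a background chosen after seeing the data, the adjusted camera p was 0.243. The mean log2 fold change of all genes tested was 0.42, and that of genes with at least 4 log2 CPM was 0.013.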

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

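Of the 27 named genes, 19 were past the threshold in the main setting and so could lose it. Of 253 values of these 19 under alternatives that kept all 6 libraries, 210 kept their direction and their side of the threshold, 41 lost the threshold and 2 changed direction. Of 114 values with a library left out, 70 kept both and 44 lost the threshold. The losses were concentrated in the settings that also lowered the counts of changed genes. Of the 19, 17 lost the threshold and 2 changed direction with the testis score as a covariate, 15 lost it under limma-voom, 14 without WT replicate 2 and 13 without WT replicate 3. Among all 27 genes, 8 values gained the threshold, and 7 values with all libraries and 4 with a library left out changed direction. Under the other scalings the median log2 fold change of all genes moved by at most 0.016, with 77.1% to 82.7% of the calls higher in TetAXXC, against 79.2% in the main setting.

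The DESeq2 Wald test gave 2402 changed genes, of which 725 were lower, and 1706 were shared with the 1707 of edgeR. On simulated data of the same size it made more false calls than edgeR. The limma-voom test gave 130 genes, 56 higher (43.1%) and 74 lower, with 46 changed at least 2-fold, all 130 among the 1707. Its count at an unadjusted p under 0.05 was 2742, against 2958. The cause of the difference was not tested.

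With the replicate block there were 2362 changed genes and 1475 changed at least 2-fold. The lower genes went from 355 to 595, of which 350 were shared. The blocked model brought mGluR and Ilp2 past the threshold and changed no other call of a named gene or list. The glutamate list had a blocked adjusted camera p of 0.00276 and the axon guidance list 0.00430. With the length trend removed inside the blocked model, 2408 genes changed, 576 of them lower. Tet then passed the threshold at 0.17 and an adjusted p of 0.0159, and side lost it at 0.0834. Of the 2362 blocked calls, 2311 stayed with the length trend removed and 2246 after thinning to equal totals.

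Leaving out a library gave from 54 to 2095 changed genes, from 18 to 1653 higher, from 36 to 442 lower and from 30 to 1551 changed at least 2-fold. The lowest of each was without WT replicate 2 and the highest without TetAXXC replicate 2. Genes at an unadjusted p under 0.05 numbered 2708 without WT replicate 2. The share of higher genes was 33.3% without WT replicate 2 and 41.3% without WT replicate 3. The adjusted camera p ranged from 6.97e-06 to 0.00196 for the glutamate list and from 1.39e-06 to 0.0139 for the axon guidance list. Across these fits Gs1 ranged from -0.086 to 0.061, Ilp5 from -0.37 to 0.31 and Fmr1 from -0.0010 to 0.031 on the log2 scale, so these genes had no stable direction.

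Refitting the 6320 genes with a mean of at least 4 log2 CPM gave 268 changed genes, 146 higher (54.5%), 122 lower and 70 changed at least 2-fold, all 268 among the 1707. In the main setting 191 higher and 290 lower genes lay in this range. Gs1 was at 0.0018 there, and Lac, ena and side lost the threshold. The axon guidance list had an adjusted p of 0.243, against 0.420 with an estimated correlation and 0.294 under fry, and the range over all its alternatives was 1.39e-06 to 0.420. The glutamate list passed in the alternatives run for it that changed 1 choice at a time, from 6.97e-06 to 0.0280. These were DESeq2 and upper-quartile factors, the replicate block, the restriction to at least 4 log2 CPM, each library left out, ranks, fry, an estimated correlation and the list without Gs2. The other alternatives were not run for the lists. It did not pass where the restriction to these genes was joined with a second change. The p was 0.181 without Gs2 and the adjusted p 0.141 on ranks.

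With the testis score as a covariate 0 genes passed the threshold, 0 higher, 0 lower and 0 changed at least 2-fold, while 647 had an unadjusted p under 0.05. Genotype explained 84.3% of the variance of the score, so this model leaves little of the genotype difference to test by construction. Tet was then at -0.081, Gs1 at 0.13, Fmr1 at -0.019, Ilp5 at 0.59, CG9970 at -0.49 and CG32846 at -0.98, each reversed, with adjusted p from 0.984 to 0.9997. The alternatives that correct for GC content, alone or with the replicate block, were not run.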

Other observations

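The tests of the testis genes, the astrocyte-like glia, the set test background, the neighbouring genes and the replicate numbers were chosen only after the results were seen, whereas the tests in the next paragraph were set out beforehand.

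The number of changed genes was set against technical explanations. Of the 10 splits of the 6 libraries into 3 against 3, 1 gave at least 1707 genes, the real one. The other 9 gave 0, with 118 to 691 genes at an unadjusted p under 0.05. Of the 4 splits that part all 3 replicate pairs, again only the real one gave as many. With 10 splits the share cannot fall under 0.1, so this count decides nothing about chance. Other values argue against chance as the source of the calls. Simulated data with no gene changed gave 0 calls, 32.7% of the genes tested had no overlap between the groups where chance gives 10%, and Gs2 fell by 1.94 on the log2 scale with a standard error of 0.08. Genes vary together, so the first 2 of these values do not say how libraries that differ for another reason than genotype would fall into the groups. A linked strain variant acting on genes close to Tet was argued against, as the source of the calls as a whole, by the calls near Tet. Within 1 Mb, 16.1% of 180 genes had changed, against 15.5% of 2018 on the rest of 3L (Fisher's exact test, two-sided, p = 0.830). After thinning every library to the smallest total, a median of 1642 of the 1707 genes passed the threshold over 5 draws, and 1683 did with the length trend removed, which argues against library size and gene length as the whole cause. GC content was not tested. A different share of males was argued against by the male-specific roX1, whose log2 fold change was -0.0060 (edgeR adjusted p 0.995), although 5 of 6 Y-linked genes tested were higher with a median of 3.79.

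Tissue carried over at dissection was tested with marker lists written beforehand. The median log2 fold changes were -0.11 for fat body, -0.11 for muscle, -0.018 for hemocyte, -0.15 for cuticle and epidermis, -0.14 for eye and retina and -0.064 for ring gland. For muscle, hemocyte, cuticle and ring gland fry found no common direction (p 0.901, 0.356, 0.538 and 0.372), which does not exclude one. In cuticle, 10 of 17 tested members were lower, and the 4 above 10 CPM lay between -0.63 and -0.26. Past the threshold 2 cuticle members were lower and 0 higher. The summed cuticle list was at 442, 417 and 547 CPM in WT replicates 1 to 3. In TetAXXC replicates 1 to 3 it was at 385, 332 and 378 CPM. Fat body and eye markers went down together (fry p 0.0174 and 0.0109), but abundant members moved apart by more than their errors. In fat body they ran from -0.80 to 0.58, and in eye and retina from -1.11 in ninaC to 0.03. None of these lists had a median near the 3.61 of the higher genes, which argues against each tissue as the source of the higher genes as a whole. For the lower genes, whose median was -0.31, this comparison decides nothing, since the median of each list was negative too. In eye and retina, 27 of 31 tested members were lower, with 5 lower and 0 higher past the threshold. For developmental stage the median of the ecdysone and staging list was -0.084, with members above 10 CPM from -1.17 to 0.58. The list went down as a set (fry p 0.00900), with 5 members lower and 0 higher past the threshold. A stage difference cannot be told apart from a genotype effect on these genes, since the members moved apart and each genotype was sampled at 1 time point. Among the other lists, the median was -0.09 for insulin, 3.41 for Y-linked and dosage genes, -0.10 for glia, -0.06 for neuron and 0.13 for neuroblast. In the neuroblast list wor was higher and stg lower.

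Genes known from testis were among the higher genes. In a list of 76 testis genes, of which 65 were tested and 5 were at 10 CPM or more in WT, 49 were higher, 0 lower, and the median log2 fold change was 3.66. All 24 late spermatid products on it were higher, with a median of 3.98, and the 11 above 10 CPM lay between 3.73 and 4.24. The most abundant, S-Lap1, was at 15.9, 4.85 and 4.77 CPM in WT replicates 1 to 3 and at 235, 71.2 and 94.4 CPM in TetAXXC replicates 1 to 3. The summed testis list took 0.272% of the counts of TetAXXC replicate 1, the highest share, and 0.0318% of those of WT replicate 2, the lowest. It was at 469, 316 and 329 CPM in WT replicates 1 to 3 and at 2727, 1028 and 1325 CPM in TetAXXC replicates 1 to 3. The level also differed within each genotype. Among 1298 higher genes outside these lists, 72.5% followed the order of TetAXXC replicates 1, 3 and 2 (chance 16.7%), and in 76% WT replicate 1 was the highest of its group (chance 33.3%). For the 180 of these genes with a mean of at least 4 log2 CPM the shares were lower, 38.9% and 43.3%, so the pattern belongs mainly to the less abundant higher genes. Among the lower genes these shares were 17.7% and 29.9%. For the higher genes as a whole, the order is what testis RNA present in unequal amounts would give. A genotype effect that varies between libraries would give it too. A different share of males was argued against by roX2, with a log2 fold change of -0.066, and by roX1. Late spermatid products in WT replicate 1 exceeded the mean of WT replicates 2 and 3 by 2.05 on the log2 scale (pseudocount 0.05 CPM). This within-genotype difference does not exclude that the TetAXXC genotype raises these genes in brain cells, and the genotype and a carry-over of testis RNA cannot be told apart because all TetAXXC libraries exceeded all WT libraries. A candidate explanation for the drop in calls without WT replicate 2 or 3 is the higher level in WT replicate 1, which then makes up a larger part of the WT spread, and this was not tested on its own.

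The parts of the testis list did not rise alike. Late spermatid products exceeded WT by 4.68, 3.12 and 3.37 on the log2 scale in TetAXXC replicates 1, 2 and 3. The spermatocyte genes exceeded it by 3.31, 0.47 and 2.93, as a median over 8 of the 9 tested members. This list held regulators of spermatocyte transcription and also twe, fzo and blanks. The member left out was mia, which did not rise, with a log2 fold change of -0.11. The summed counts of all 15 matched spermatocyte genes were 2433, 436 and 1375. The median over the 9 spermatocyte genes tested was 2.71, with 3 of them past the threshold. Early germ cell genes had a median of 0.81 over 6 tested, with 1 past the threshold. Of the accessory gland list 1 of 11 genes was tested, at 0.00075. No explanation of this difference between libraries was tested.

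Several lists of brain genes were shifted down in the competitive set test, which compares a list with all other genes. The glutamate, axon guidance, glia and neuron lists were, while insulin (camera p 0.257) and other glia (0.101) did not pass 0.05 and neuroblast genes pointed up (0.490). The mean log2 fold change was 0.95 for genes with a mean under 4 log2 CPM and 0.013 above. Against the genes above, the adjusted p of the axon guidance list went from 0.00159 to 0.243, and the p of the neuron list went from 0.0313 to 0.237. Camera on ranks, which a raised mean affects less, kept the axon guidance list at an adjusted p of 7.09e-04 and the neuron list at a p of 0.0149. On ranks against the genes above, the adjusted p was 0.141 for the axon guidance list and also for the glutamate list. The glutamate list stayed at 5.65e-04 against these genes without ranks. Whether testis-like genes raised the mean of the background so that an unmoved list appears lowered therefore cannot be told apart from a small shift of the axon guidance list, since the restricted background and the ranks point in different directions.

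Gs2 fell together with 2 other genes of a list of astrocyte-like glia, the cells that surround synapses. The transporter gene Gat fell from 55.1 ± 3.22 to 18.9 ± 0.61 CPM and alrm from 75.5 ± 9.39 to 35.3 ± 2.36 CPM (SD, n = 3 each), with log2 fold changes of -1.55 and -1.10. Their edgeR adjusted p were 3.87e-04 and 0.00470. All 3 genes were lower in each TetAXXC library than in any WT library. In the other direction, e rose from 1.52 to 6.48 CPM, a log2 fold change of 2.09 with an adjusted p of 0.0117, so 3 members of the list were lower and 1 higher past the threshold. The 6 other markers with a mean of at least 50 CPM had a median log2 fold change of 0.070 and ran from -0.09 to 0.11. This argues against a loss of astrocyte-like glia as large as the fall of Gs2, Gat and alrm only under 1 condition. These cells must hold most of the RNA of the 6 markers, which was not tested. The list of astrocyte-like glia went down as a set (fry p 6.20e-04), so fewer of these cells were not excluded. The cut at 50 CPM left out the less abundant markers, some of which fell. Over the 15 tested markers the median was -0.09 and 8 were lower. Adjusted over the list alone, 4 were lower and 1 higher past the threshold. Over the 12 tested markers other than Gs2, Gat and alrm the median was 0.017. Of the 16 matched, 13 were at 10 CPM or more in WT, with 5 held by another list. Obp44a, the most abundant, was at 3754 CPM in WT and 3986 CPM in TetAXXC. Of the list of other glia, with a median of -0.02, 6 members were lower and 3 higher. A change of expression within these cells by the genotype, or a strain difference at these genes, was not tested and stays open.

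Genes lower in TetAXXC lay beside each other more often than chance gives. There were 24 pairs of adjacent, non-overlapping lower genes, against 9.22 ± 2.98 (SD) in 10000 permutations within 20 bins of expression (one-sided permutation p = 0.0001, the smallest they can give). Among the pairs, ttk and CstF50 on 3R fell by 0.65 and 1.31 on the log2 scale. HGTX and shd on 3L fell by 1.75 and 1.36. The neighbours asRNA:CR45600 and CG6912 overlap and so were not counted as a pair. The pairs also held genes with related sequence or regulation, such as ara and caup. Haplotype blocks that differ between the stocks may give such pairs, but shared regulation does too, so they cannot be told apart by the 24 pairs without sequence variants, which were not used here.

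Libraries with the same replicate number deviated together, and part of this followed gene length. Over 6320 genes with at least 4 log2 CPM, the Spearman correlation across genes of a library's deviation from its group mean with gene length was -0.518 in WT replicate 2 and -0.497 in TetAXXC replicate 2. It was 0.283 and 0.575 in the libraries numbered 3. These signs match length-dependent recovery of transcripts shared by the libraries of a number. For number 1 the values were 0.362 in WT and -0.118 in TetAXXC, with opposite signs, which argues against gene length as the link between these 2 libraries. Genes are not independent replicates, and the deviations of a group sum to 0, so the 3 values of a group are not independent.

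Within 100 kb of Tet, CG9970 and CG32846 were higher in TetAXXC, by 4.41 and 3.59 on the log2 scale, with edgeR adjusted p of 0.0298 and 0.0450. CG9970 had 16, 2 and 1 counts in WT replicates 1 to 3 and 270, 49 and 102 in TetAXXC replicates 1 to 3, the library order of the testis genes. Both genes lost the threshold in 4 of the 6 fits that left out a library, with adjusted p up to 0.115 and 0.160.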
